A study of Mus musculus with 26 samples.

How the data were processed

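NIH3T3 cells, an established line of mouse embryonic fibroblasts, were profiled by RNA sequencing of polyA-selected RNA and by ribosome profiling, in which the mRNA fragments covered by ribosomes (footprints) are sequenced. The labels gave 26 libraries in 13 groups of 2 replicates each: 16 RNA libraries in 8 groups and 10 footprint libraries in 5 groups. They name a control for heat and a separate control shared by H2O2 and KCl, so the libraries were treated as a heat experiment and an H2O2/KCl experiment. A further 12 columns of the deposited tables carried names that matched no labelled sample and were not used. RNA libraries were made with a commercial kit and footprint libraries by an earlier method of the same group, per the labels' protocols.

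The authors deposited expected counts per gene, which their file names attribute to RSEM, a program that divides ambiguous reads among transcripts by estimated probability. The deposited expected counts were whole numbers and were used without further rounding. The authors also deposited TPM values (which divide by transcript length and sum to about 1000000 per library) for the same libraries. The aligner, the program versions, the genome build, the annotation and any footprint length filter are not given in the sources used here. RNA tables held 20430 gene symbols and footprint files 19941 symbols, all of which were also in the RNA tables; of the RNA symbols, 19885 were in a RefSeq gene table of assembly GRCm38.p6, which was used for names only. No coordinates are printed because the authors' build is not given in the sources used here.

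Of DoGs (downstream-of-gene transcripts, made when transcription runs past the end of a gene) the authors deposited a true or false call for each of 6399 pairs of neighbouring genes in each RNA library. A table of the same form gave read-in calls, which mark transcription from the upstream gene that reaches into the downstream neighbour. A read-in estimate, a ratio of at least 0 per pair and library, was deposited by the authors without its formula. From the values, each of the 1415 read-in calls was also a DoG call. The lowest TPM of a called read-in gene was 4.02, over the 1401 calls with a TPM. Of 102384 estimates 768 were infinite, each of them where the downstream gene was at 0 TPM. A further 13222 estimates were missing. DoG lengths and coordinates were not used here, so counting longer DoGs alone, and naming the gene with the longest DoG, both intended beforehand, were not done. GC content, genomic length and distance to the upstream neighbour were also not run, because they need the annotation the authors used.

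Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) on the expected counts, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. Groups of an experiment shared one estimate of the spread, and experiments were fitted separately. The RNA fits tested 12747 genes (heat) and 13256 genes (H2O2/KCl), and the footprint fit 10545 genes. Translational efficiency, the ratio of footprints to RNA of a gene, was tested as an interaction term in a model over the 20 footprint and RNA libraries of the H2O2/KCl experiment (10480 genes), with normalization factors computed within each kind of library. Log2 fold changes are given with the standard error of the fit, and CPM values are counts per 1000000 after TMM normalization.

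On simulated counts with 200 changed genes, drawn from the means, library sizes and gene-wise dispersions of the real libraries, edgeR recovered 90% of changed genes for RNA at 44 °C for 2 h (12747 genes in the step) and 88% for RNA at 2 h of H2O2 (13256 genes). For footprints at 2 h of H2O2 it recovered 46% (10545 genes), and for translational efficiency at 2 h of H2O2 44.5% (10480 genes). The false share among called genes was above the nominal 5% in these 4 simulations, at 11.8%, 10.7%, 14.0% and 16.8% in that order. With DESeq2 the false share was 4.92% for RNA at 44 °C (12747 genes in the step), 6.52% for RNA at 2 h of H2O2 (13256 genes) and 14.6% for footprints (10545 genes). With limma voom and a separate weight for each kind of library it was 6.17% for translational efficiency (10480 genes), with 38% recovered. The numbers of called genes are therefore to be read with a false share that can exceed the threshold. Its size in the data is not known. The simulated shares hold for 200 changed genes, while 9055 genes were called in RNA at 44 °C and 7140 at 2 h of H2O2. The shares recovered hold only for the range of fold changes that was simulated.

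Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01, voom weights), with Benjamini-Hochberg adjustment over 36 tests in RNA and 8 in translational efficiency. The 6 lists, fixed in advance, held chaperones regulated by HSF1, targets of NRF2, genes of the osmotic response, genes of the integrated stress response, targets of p53, and mRNAs with a terminal oligopyrimidine (TOP) motif. Numbers of DoGs and read-in genes per library were compared between stress and control by a two-sided exact permutation test stratified by experiment (675 splits, smallest possible p 0.00148). Single pairs of groups with 2 libraries each were not tested, since the exact permutation test cannot pass the threshold for them and no test with a spread pooled over groups was run. After the data were seen, DoG numbers at 2 h and 7 h were compared over H2O2 and KCl together by an exact permutation test within each stress (36 splits), pairs of symbols were compared with partners shuffled 10000 times, and the slope of DoG and read-in numbers on depth between the replicates of a group was tested by exact sign flips (256 over 8 groups), its interval being the slopes that this test did not reject. A read-in gene was called induced by a condition when it was called in both replicates and in neither control replicate of the experiment. Overlaps of induced sets were tested with one-sided Fisher's exact tests against genes with a pair in the table and a TPM of at least 4 in every stress library of the conditions compared, leaving out genes called in a control of those experiments. Set sizes and overlaps that arise with unchanged groups against shared controls were simulated 10000 times, and correlations of fold changes 20 times. Relative effective transcript length was the ratio of expected counts to TPM in libraries with at least 50 counts for the gene, divided by the median of the library, and its median over libraries was used.

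Most genes named in the text were chosen by a rule fixed before the data were examined. It took from the list that matches each stress the 2 genes with the largest rise in the shorter treatment, and from each RNA or translational efficiency contrast the called gene with the largest rise and with the largest fall among genes with an average log2 CPM of at least 3. For RNA it also required no overlap between stress and control libraries. From each condition it took the induced read-in gene with the highest mean estimate. RNAs without a polyA tail other than Rmrp, and second symbols or near copies of chosen genes, were named outside this rule. The design, the tests and most alternatives were also fixed before the data were examined.

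The alternatives were DESeq2 1.42.0 with its own size factors, RLE normalization in edgeR, no filter on low counts, a fit of only the groups compared, the replicate number as a block, a minimum absolute log2 fold change of 1, limma-trend on log2(TPM + 1), fry in place of camera, other definitions of the read-in sets and numbers, and leaving out each library in turn. Where a group was left with 1 library, that library was assumed to vary like the other groups. Alternatives added after seeing the data were summing rows that carry 2 symbols of a gene, a separate weight for footprint and RNA libraries, limma voom without that weight, the share of estimates above 0, a minimum of 20 control footprint counts, and leaving out libraries for gene lists, correlations, overlaps and transcript length. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

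The depth was 24441877 to 45244430 expected counts per RNA library and 1460751 to 5168537 per footprint library. Reads carried no molecular identifiers that the labels mention, so intervals and floors given for single genes cover counting error only.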

Results

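Polyadenylated RNA was measured in 16 libraries and ribosome footprints in 10 libraries of NIH3T3 mouse fibroblasts, with 2 replicates in each of 13 groups. Cells were exposed to heat (44 °C for 2 h or 42 °C for 8 h), to oxidative stress by H2O2 (2 h or 7 h) or to osmotic stress by KCl (2 h or 7 h). Heat had its own control, while H2O2 and KCl shared a control, and the labelled footprint libraries covered the H2O2/KCl experiment. The question of the study, as its title states it, was how transcription that fails to stop at the end of a gene under stress enters neighbouring genes. Its link to intron retention was not analysed here.

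The RNA libraries of the heat experiment held 42698179 and 36061919 expected counts in the control, 34537993 and 32805080 at 44 °C, and 37786628 and 30452066 at 42 °C. In the H2O2/KCl experiment the RNA control held 45244430 and 35775040. The H2O2 groups held 30541457 and 33106958 at 2 h and 31669870 and 24606586 at 7 h, and the KCl groups 25207561 and 26939393 at 2 h and 30094091 and 24441877 at 7 h. Footprint libraries were shallower, with 3925402 and 3603755 expected counts in the control. They held 1460751 and 5168537 at 2 h and 3171340 and 3326692 at 7 h of H2O2, and 3061451 and 3051649 at 2 h and 2884344 and 3775978 at 7 h of KCl. Across the RNA groups the replicates correlated with r of 0.997 to 0.998 (Pearson, log2 CPM across genes, which are not independent replicates), and across the footprint groups with r of 0.955 to 0.979. Replicates are those the labels name. No replicates were identical, and a chi-square of 3.24 to 12.5 per gene put every pair above counting noise, so none was taken for a library deposited again. Whether they are independent cultures or preparations of a sample was not shown.

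The response of RNA to each stress was compared with the control of its experiment. With the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05, 9055 of 12747 genes differed at 44 °C for 2 h (4510 higher, 4545 lower) and 8113 at 42 °C for 8 h (4041 higher, 4072 lower). Of 13256 genes tested in the H2O2/KCl experiment, 7140 differed at 2 h of H2O2 (3624 higher, 3516 lower) and 9347 at 7 h (5227 higher, 4120 lower). KCl changed 7185 genes at 2 h (3609 higher, 3576 lower) and 9118 at 7 h (4926 higher, 4192 lower). Requiring an absolute log2 fold change of at least 1 moved these numbers most, leaving 1398 genes at 44 °C, 1010 at 42 °C, 1763 and 3091 at 2 h and 7 h of H2O2, and 1688 and 2443 at 2 h and 7 h of KCl. These split into 776 higher and 622 lower at 44 °C, 360 and 650 at 42 °C, 1456 and 307 at 2 h of H2O2, 2172 and 919 at 7 h of H2O2, 951 and 737 at 2 h of KCl, and 1412 and 1031 at 7 h of KCl. On log2(TPM + 1), where no correction for library composition was made, the balance of directions differed. It was 4739 higher and 3689 lower at 44 °C, 1898 and 6043 at 42 °C, 2869 and 3250 at 2 h of H2O2, 4090 and 4478 at 7 h of H2O2, 2435 and 4532 at 2 h of KCl, and 3826 and 4750 at 7 h of KCl. On that scale the median of all genes at 42 °C lay at -0.18, against -0.014 with TMM normalization.

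**Figure D1:**
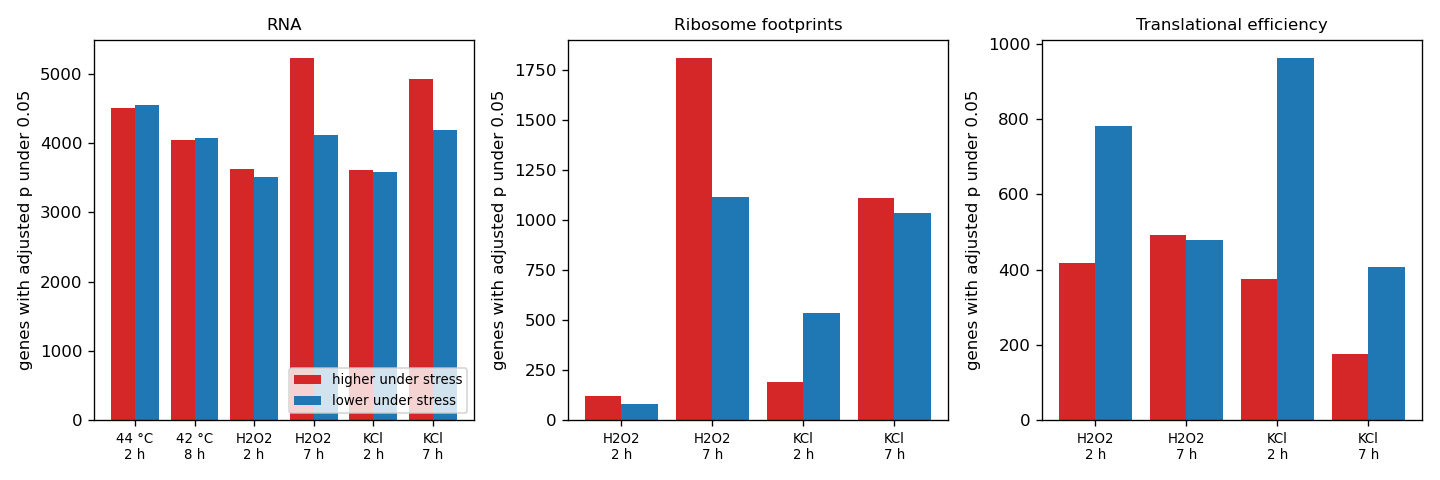
Number of genes (vertical axis) with an adjusted p under 0.05 in the edgeR quasi-likelihood test for each stress group against its control (horizontal axis), higher under stress in red and lower in blue, for RNA, ribosome footprints and translational efficiency, each on its own scale. RNA changes ranged from 7140 genes at 2 h of H2O2 to 9347 at 7 h, while footprint changes ranged from 201 genes at 2 h of H2O2 to 2925 at 7 h.

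Genes known to respond to each stress were examined to see whether the labelled treatments showed them. Of 12 HSF1 chaperone genes, all 12 were called higher at both heat treatments, over all genes and adjusted over the list alone. Their median log2 fold change was 1.74 at 44 °C (camera, Benjamini-Hochberg adjusted p 5.92e-10) and 1.78 at 42 °C (adjusted p 1.73e-13). Hspb1 had the largest rise of the list at 44 °C, from 47.2 ± 5.32 CPM (SD, n = 2) to 1740 ± 136 CPM (SD, n = 2), a log2 fold change of 5.21 with a standard error of 0.076 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 5.86e-15). At 42 °C its log2 fold change was 3.97 (SE 0.073). Hspa1a rose by 3.23 (SE 0.14) at 44 °C and by 7.22 (SE 0.16) at 42 °C on the log2 scale, where it reached 6215 ± 266 CPM (SD, n = 2). Hspa1a shares most of its sequence with Hspa1b, so the division of reads between them is uncertain.

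The NRF2 targets were called higher in 7 of 8 genes at 2 h of H2O2 and in 8 of 8 at 7 h, with the same numbers when adjusted over the list alone. Their median log2 fold changes were 1.5 (camera, Benjamini-Hochberg adjusted p 2.02e-06) and 2.01 (adjusted p 1.32e-05). Slc7a11 rose from 8.90 ± 0.568 CPM to 139 ± 9.76 CPM at 2 h, a log2 fold change of 3.97 (SE 0.12; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2, adjusted p 6.05e-12), and to 151 ± 10.5 CPM at 7 h. Hmox1 rose by 3.26 (SE 0.090) at 2 h and by 2.97 (SE 0.089) at 7 h on the log2 scale. Genes of the osmotic response were called higher in 6 of 6 genes at both times of KCl, over all genes and adjusted over the list alone, with median log2 fold changes of 1.94 (camera, Benjamini-Hochberg adjusted p 4.82e-06) and 1.97 (adjusted p 6.11e-05). Slc38a2 rose by 2.61 (SE 0.084) at 2 h and by 1.96 (SE 0.082) at 7 h, and Nfat5 by 2.01 (SE 0.11) and 1.98 (SE 0.11).

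The lists also moved outside the stress they were chosen for. The integrated stress response genes rose at 2 h and 7 h of H2O2, with median log2 fold changes of 2.64 and 2.65 and 8 of 8 genes called higher at both. At 42 °C their median was -1.53, with 6 of 8 called lower. The p53 targets rose to a median of 3.74 at 7 h of H2O2, with 8 of 8 called higher, and had medians of 0.62 at 2 h of H2O2 and -0.32 at 42 °C. These lists were called by camera in each of these contrasts. HSF1 chaperones rose at 2 h of KCl (median 0.55, camera with Benjamini-Hochberg adjustment, adjusted p 1.32e-05) and at 7 h (median 0.50, adjusted p 0.0139). NRF2 targets rose at 7 h of KCl, with 7 of 8 genes called higher and 1 lower (median 0.53, camera with Benjamini-Hochberg adjustment, adjusted p 0.0262; fry, adjusted p 7.12e-05). TOP mRNAs, which encode mostly ribosomal proteins, were called higher in 85 of 85 genes at 42 °C (median 0.35) and in 84 of 85 at 7 h of H2O2 (median 0.48), with the same numbers when adjusted over the list alone. With fry in place of camera, TOP mRNAs at 44 °C (median -0.11) were no longer called (adjusted p 0.118 after Benjamini-Hochberg adjustment), as also without replicate 1 at 44 °C (camera, adjusted p 0.105). At 7 h of KCl they were not called (median -0.059, camera, Benjamini-Hochberg adjusted p 0.0804) unless stress replicate 1 was left out (median -0.14, adjusted p 0.00135). The other RNA list calls of camera held under fry, which called 9 more. Median, mean and test differed in sign for NRF2 targets at 42 °C (median 0.22, mean -0.27) and for integrated stress response genes at 2 h of KCl (median -0.21, mean 0.41, direction of the test up). They also differed for HSF1 chaperones at 7 h of H2O2 (median 0.16, direction of the test down). None of these 3 was called by camera, and the integrated stress response genes at 2 h of KCl were among those that fry added. On log2(TPM + 1) the median of the osmotic list at 42 °C changed from 0.18 to -0.025 and that of TOP mRNAs at 2 h of KCl from 0.004 to -0.099, neither called by camera.

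The largest changes among RNAs with an average log2 CPM of at least 3 and separate stress and control libraries were found for different genes in each treatment. All of those in the next sentences passed the edgeR quasi-likelihood threshold, with Benjamini-Hochberg adjusted p from 5.86e-15 (Hspb1) to 9.83e-07 (Ccn4). At 44 °C the largest rise was that of Hspb1 and the largest fall that of Ccn4, with a log2 fold change of -2.93 (SE 0.31). At 42 °C Rmrp rose by 8.30 (SE 0.18), from 0.091 ± 0.063 to 28.5 ± 0.499 CPM (SD, n = 2); it is an RNA made without a polyA tail, measured here in polyA-selected libraries. Dnm3os had the largest fall at 42 °C, -4.40 (SE 0.11). At 2 h of H2O2 Lif rose by 5.98 (SE 0.14) and Bmf changed by -3.34 (SE 0.17). At 7 h Zfp750 rose by 8.25 (SE 0.20), from 0.143 ± 0.057 to 43.5 ± 2.15 CPM (SD, n = 2), and Pif1 changed by -3.98 (SE 0.13). At 2 h of KCl Apol8 rose by 5.98 (SE 0.19) and Neat1 changed by -3.93 (SE 0.18), from 1007 ± 80.3 to 65.9 ± 23.2 CPM (SD, n = 2). At 7 h Stc1 rose by 5.86 (SE 0.12) and Gjb2 changed by -4.09 (SE 0.073).

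The durations were compared directly, since their contrasts against a shared control are not independent. Between 2 h and 7 h, 9730 of 13256 genes differed for H2O2 (4946 higher at 7 h, 4784 lower) and 9120 for KCl (4659 higher, 4461 lower). Between 44 °C for 2 h and 42 °C for 8 h, which differ in temperature and time, 9572 of 12747 genes differed (4829 higher at 42 °C, 4743 lower). An absolute log2 fold change of at least 1 was met by 3517, 2896 and 1915 of these genes, in that order. These are counts from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and leaving out any library moved none of the RNA counts in either direction by more than 1.5 times.

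Footprints measure ribosome-bound mRNA. With the same edgeR test, 201 of 10545 genes differed at 2 h of H2O2 (120 higher, 81 lower) and 2925 at 7 h (1810 higher, 1115 lower). KCl changed 723 genes at 2 h (189 higher, 534 lower) and 2148 at 7 h (1111 higher, 1037 lower). Between durations 3139 genes differed for H2O2 and 2170 for KCl. The count at 2 h of H2O2 moved most with the libraries used. It was 34 without control replicate 2, 47 without control replicate 1, 128 without stress replicate 1, and 48 (42 higher, 6 lower) when only the groups compared were fitted. On log2(TPM + 1) it was 43 (35 higher, 8 lower). At 7 h of H2O2 that scale put the median of all genes at 0.12, against 0.007 with TMM, and 626 genes were called lower. The count at 7 h of H2O2 was 1869 without stress replicate 1, 1732 without stress replicate 2 and 1944 without control replicate 2. The count for 2 h of KCl was 223 and 408 without control replicate 1 or 2, and 251 and 239 without stress replicate 1 or 2. The count for 7 h of KCl was 1342 and 1037 without control replicate 1 or 2, and 1098 and 1021 without stress replicate 1 or 2. Between durations of H2O2 it was 1895 and 1897 without replicate 1 or 2 at 7 h. Between durations of KCl it was 1322 and 845 without replicate 1 or 2 at 2 h, and 926 and 1182 without replicate 1 or 2 at 7 h. The replicates at 2 h of H2O2 differed in depth, 1460751 against 5168537 expected counts, and in the simulation of this comparison 46% of changed genes were recovered.

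Translational efficiency was compared to ask whether ribosome occupancy changed beyond RNA. The interaction model called 1199 of 10480 genes at 2 h of H2O2 (417 higher, 782 lower), 971 at 7 h (492 higher, 479 lower), 1337 at 2 h of KCl (375 higher, 962 lower) and 584 at 7 h (177 higher, 407 lower), with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. The number at 2 h of H2O2 exceeded the 201 genes called in footprints alone. With a separate weight for footprint and RNA libraries, an alternative added after the data were seen, the calls at 2 h of H2O2 fell to 659, of which 629 were among the 1199. The other 3 contrasts then gave 642, 730 and 221. Limma voom without these weights, also added later, gave 1252, 1007, 1342 and 566 in the order of the 4 contrasts. Without footprint replicate 2 of the 2 h H2O2 group the number rose to 1878, and it was 584 without RNA replicate 2 of that group, and 594 and 687 without RNA control replicate 1 or 2. The number at 7 h of H2O2 was 541 without footprint replicate 1 of the stress, 507 and 460 without RNA replicate 1 or 2 of the stress, and 464 and 492 without RNA control replicate 1 or 2. That at 2 h of KCl was 779 without footprint replicate 2 of the stress, 797 without RNA replicate 2 of the stress and 826 without RNA control replicate 1. That at 7 h of KCl was 251 without footprint replicate 2 of the stress, 313 and 269 without RNA replicate 1 or 2 of the stress, and 235 and 275 without RNA control replicate 1 or 2.

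TOP mRNAs had lower translational efficiency at 7 h of H2O2, with a median log2 change of -1.10 and 0 of 84 genes above 0 (camera with Benjamini-Hochberg adjustment, adjusted p 1.14e-59; fry, adjusted p 1.48e-04). Medians of -0.26 at 2 h of H2O2 (camera, adjusted p 1.97e-05) and -0.33 at 7 h of KCl (camera, adjusted p 1.97e-07) were called by camera but not by fry, which gave an adjusted p of 0.208 for both after Benjamini-Hochberg adjustment. At 2 h of KCl the median of -0.048 was not called (camera, adjusted p 0.919). There the replicates disagreed, since the median was 0.15 without footprint replicate 1 of the stress and -0.22 without replicate 2, each called by camera (Benjamini-Hochberg adjusted p 0.0334 and 0.00149). Without footprint control replicate 2 it was 0.085 and without RNA replicate 1 of the stress 0.020, neither called. Integrated stress response genes were not called in any of the 4 contrasts, with medians of -0.15, -0.15, 0.026 and 0.085 and camera p of 0.903, 0.130, 0.657 and 0.919 before adjustment. At 7 h of KCl their mean (-0.021) and median differed in sign. Without footprint replicate 2 at 7 h of H2O2 they were called (median -0.48, camera with Benjamini-Hochberg adjustment, adjusted p 0.0243), and without replicate 1 their median was 0.14.

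The genes with the largest changes in translational efficiency had a footprint group at or near 0 counts, so their fitted fold changes are no bound and ratios of footprint counts are given in their place. With a floor of 3 counts over the group, Tasor2 footprints were at least 19.4-fold higher at 2 h of H2O2 and at least 10.6-fold higher at 2 h of KCl, with 0 counts in the control. Dcaf1 footprints were at least 18.1-fold lower at 2 h of H2O2 and Eno1b footprints at least 25.9-fold lower at 7 h of H2O2. Zfp944 had 1 control count and a ratio of 28.8 (95% exact interval 4.73 to 1179) at 7 h of H2O2 and of 36.2 (6.01 to 1479) at 7 h of KCl. Ccni footprints were lower by a factor of 107 (18.9 to 4251) at 2 h of KCl and Pdgfb footprints by 110.5 (19.5 to 4395) at 7 h, each with 1 count under stress. These ratios are of footprints alone and include any change of RNA. Mean RNA levels went from 15.4 to 4.0 CPM for Pdgfb at 7 h of KCl, from 12.5 to 28.9 CPM for Zfp944 at 7 h of KCl and to 15 CPM at 7 h of H2O2, from 168 to 122 CPM for Ccni and from 17.9 to 11.7 CPM for Eno1b. Tasor2 and Dcaf1 each have a second symbol in the tables, Fam208b and Vprbp. Once the rows were summed, Tasor2 changed direction to -1.26 at 2 h of H2O2, and at 2 h of KCl it changed direction to -0.74 and lost its call (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0627). Dcaf1 lost its call at -0.47 (adjusted p 0.115). The first-symbol values are thus not those of the gene. Eno1b is a near-identical copy of Eno1 and its counts are uncertain. Ccni kept its call with any of its libraries left out (adjusted p 1.76e-04 with all libraries). The adjusted p of the others, from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, passed 0.05 without at least 1 library. For Tasor2 at 2 h of H2O2 it was 0.0649 without footprint control replicate 1. For Tasor2 at 2 h of KCl it was 0.139 and 0.104 without footprint control replicate 1 or 2, 0.447 without footprint replicate 2 of the stress, 0.0552 without RNA control replicate 2 and 0.0799 without RNA replicate 2 of the stress. For Dcaf1 it was 0.0672 and 0.210 without footprint replicate 1 or 2 of the stress, 0.101 without footprint control replicate 1, 0.0662 without RNA replicate 2 of the stress, and 0.0554 and 0.0563 without RNA control replicate 1 or 2. For Eno1b it was 0.124 and 0.106 without footprint replicate 1 or 2 of the stress, 0.0947 without footprint control replicate 2, 0.0552 without RNA replicate 1 of the stress and 0.0546 without RNA control replicate 1. For Zfp944 at 7 h of H2O2 it was 0.0647 without footprint replicate 1 of the stress and 0.0573 without footprint control replicate 1. For Zfp944 at 7 h of KCl it was 0.153 and 0.0592 without footprint control replicate 1 or 2, 0.0751 and 0.0544 without footprint replicate 1 or 2 of the stress, 0.0610 without RNA control replicate 1, and 0.0574 and 0.0609 without RNA replicate 1 or 2 of the stress. For Pdgfb it was 0.0857 and 0.102 without footprint replicate 1 or 2 of the stress. Zfp944 at 7 h of KCl also lost its call with DESeq2 (Benjamini-Hochberg adjusted p 0.0550), and Tasor2 at 2 h of KCl with only the groups compared (edgeR quasi-likelihood, adjusted p 0.101).

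DoG numbers were compared between stress and control libraries to ask whether stress raised readthrough. The authors' calls gave 1739 ± 65.1 DoGs per library in the heat control (SD, n = 2), 2095 ± 0.707 at 44 °C and 1999 ± 70.7 at 42 °C. The H2O2/KCl control had 1583 ± 45.3 (SD, n = 2), against 2244 ± 59.4 at 2 h and 1301 ± 82.0 at 7 h of H2O2, and 2131 ± 126 at 2 h and 1509 ± 15.6 at 7 h of KCl. Both libraries lay above both controls in each heat group and at 2 h of H2O2 and KCl, and below both at 7 h of H2O2 and KCl. Over all stress libraries the mean log2 difference was 0.19, which the stratified exact permutation test did not separate from chance (two-sided p 0.191 over 675 splits). Within experiments the exact p was 0.0667 for heat, the smallest that 15 splits allow, and 0.578 for H2O2/KCl over 45 splits. Dividing by library depth moved this result most, to a log2 difference of 0.56 (exact permutation p 0.00296; 0.0667 within heat and 0.0444 within H2O2/KCl), with 47.2 ± 11.3 DoGs per 1000000 expected counts (SD, n = 2) at 7 h of H2O2 and 55.9 ± 7.62 at 7 h of KCl against 39.7 ± 7.68 in the control. Which side of the control the 7 h groups lay on thus depended on that choice. Between the replicates of a group, numbers did not grow in proportion to depth. In a test added after the data were seen, the slope on the log2 scale over the 8 groups was -0.0026 for DoGs (95% exact interval -0.26 to 0.44) and -0.015 for read-in genes (-0.45 to 0.26), the deeper replicate having the higher number in 6 and 4 of the 8 groups, with an exact sign-flip p of 0.0156 against a slope of 1 for each. Division by depth thus corrects for more than was found between replicates.

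**Figure D2:**
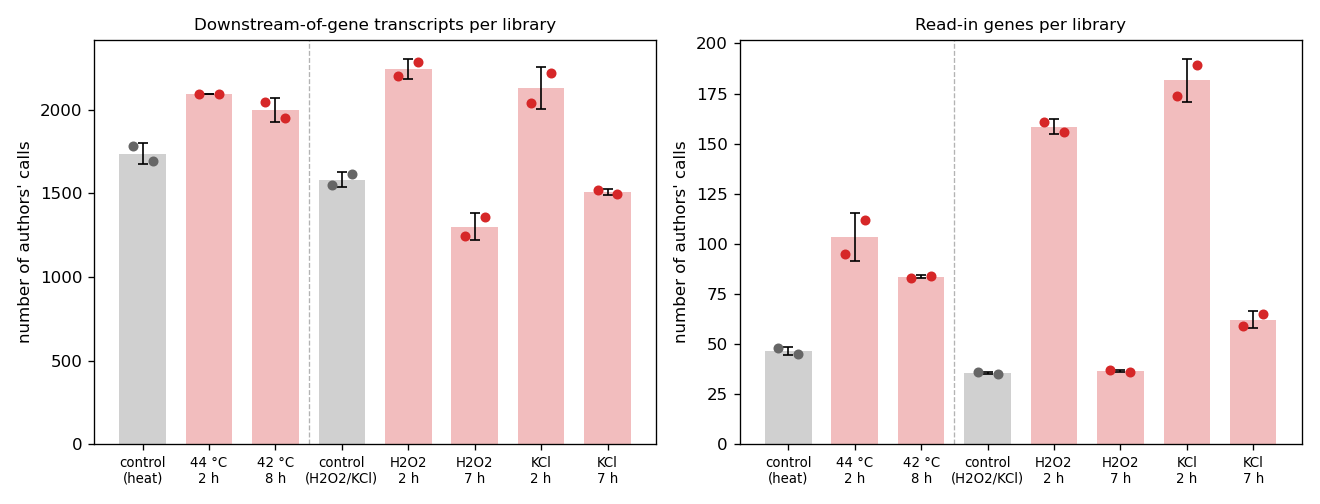
Number of the authors' DoG calls (left) and read-in genes (right) per RNA library on the vertical axes, by group on the horizontal axis; points are single libraries, bars are group means, error bars are the SD of 2 replicates, and the dashed line separates the experiments. Read-in numbers rose from a mean of 35.5 in the control that H2O2 and KCl share to 158.5 at 2 h of H2O2 and 181.5 at 2 h of KCl, and DoG numbers at 7 h of H2O2 and KCl lay below their control.

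Read-in genes were more numerous under stress. The authors' calls gave 46.5 ± 2.12 per library in the heat control (SD, n = 2), 103.5 ± 12 at 44 °C and 83.5 ± 0.707 at 42 °C. The H2O2/KCl control had 35.5 ± 0.707 (SD, n = 2), against 158.5 ± 3.54 at 2 h and 36.5 ± 0.707 at 7 h of H2O2, and 181.5 ± 10.6 at 2 h and 62.0 ± 4.24 at 7 h of KCl. The pooled log2 difference between stress and control was 1.17 (stratified exact permutation test, two-sided p 0.00296). Within experiments the exact permutation p was 0.0667 for heat (15 splits) and 0.178 for H2O2/KCl (45 splits, including the 7 h groups). Per 1000000 expected counts the pooled difference was 1.53 (exact permutation p 0.00148), the largest of the alternatives, for the upper part of the called estimates it was 1.33 (exact permutation p 0.00148), and among genes with a TPM of at least 5 in every library it was 1.06 (exact permutation p 0.0148). Within H2O2/KCl the exact permutation p of these 3 alternatives was 0.0444, 0.0222 and 0.222 in that order, so the call there depended on the measure. Within heat it was 0.0667 for each. At 7 h of H2O2 the mean lay 0.040 above the control on the log2 scale, and the alternatives gave both directions: -0.11 among genes with a TPM of at least 5, 0.40 for the upper part of the called estimates and 0.57 per 1000000 expected counts.

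The level of read-in was measured by the authors' estimate over pairs with an estimate in every library of an experiment, 5154 pairs for heat and 4949 for H2O2/KCl. The median estimate was 0 in 13 of 16 libraries, and the planned test of medians found no difference (0.0002, exact permutation p 0.674). The mean estimate differed by 0.029 (exact permutation p 0.190). The share of pairs with an estimate above 0, a measure added because the medians were 0, was higher under stress by 8.19 percentage points (exact permutation p 0.0119). Within experiments the exact permutation p was 0.0667 for heat and 0.111 for H2O2/KCl. The share was 55.6% ± 1.36 (SD, n = 2) at 2 h and 42.0% ± 1.30 at 7 h of H2O2, and 45.5% ± 0.0573 at 2 h and 39.7% ± 0.672 at 7 h of KCl, against 37.4% ± 3.0 in the control, whose replicate 2 (39.5%) lay above replicate 2 at 7 h of KCl (39.2%). For heat it was 50.04% ± 0.521 at 44 °C and 48.9% ± 0.988 at 42 °C against 41.4% ± 0.233.

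Genes called in both replicates of a condition and in neither control numbered 90 at 2 h of H2O2, 110 at 2 h of KCl, 38 at 44 °C, 27 at 42 °C, 20 at 7 h of KCl and 3 at 7 h of H2O2. Among the 1401 read-in calls with a TPM, none was below 4.02. Some genes of these sets were under 4 in both controls, where none of those calls was made: 23 of the 90, 18 of the 110, 4 of the 38, 4 of the 27 and 3 of the 20. The highest mean estimates in these sets belonged to Hapln3 downstream of Mfge8 at 2 h of H2O2 (1.79 ± 0.594; SD, n = 2) and Ltb4r1 downstream of Ltb4r2 at 7 h (1.43 ± 0.370). They belonged to Spef1 downstream of Cenpb at both heat treatments (1.96 ± 0.164 and 1.73 ± 0.056), Cnbd2 downstream of Phf20 at 2 h of KCl (2.54 ± 0.658) and Col20a1 downstream of Arfgap1 at 7 h (2.15 ± 0.427). In the sets other than that of 7 h of H2O2, the estimates of both stress libraries lay above both controls in 81.5% (42 °C) to 98.2% (2 h of KCl) of pairs with 4 estimates. For some of the pairs named, the controls were as high. Hapln3 had estimates of 5.45 and 5.60 in the controls at a TPM of 0.47 and 0.70, Spef1 of 1.42 and 2.69, and Col20a1 of 1.98 and 2.31. Ltb4r1 had 1.17 and 0.707 in the controls, against 1.17 and 1.69 at 7 h of H2O2, so control replicate 1 equalled stress replicate 1. Cnbd2 had 0.341 and 0.463 in the controls. RNA of Hapln3, Ltb4r1, Spef1 and Col20a1 was called higher under the stress, while that of Cnbd2 was not (log2 fold change 0.34, SE 0.16; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0791) unless control replicate 1 was left out (adjusted p 0.0267).

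The sets of induced read-in genes were compared to ask whether the same genes show read-in under different stresses. Of the heat and H2O2/KCl sets, which do not share controls, 44 °C and 2 h of H2O2 shared 15 genes (34 and 64 in a background of 3661, 0.594 by chance; one-sided Fisher's exact p 1.1e-18, Benjamini-Hochberg adjusted p 4.12e-18 over 15 comparisons). Heat at 44 °C and 2 h of KCl shared 19 genes (0.769 by chance, Fisher's exact p 4.72e-24). At 2 h H2O2 and KCl shared 40 genes (Fisher's exact p 7.18e-46). With shared controls and no effect, simulated sets held 0.931 genes on average. They shared 0.258 genes on average and 4 at most, against the 40 found. How much the shared controls add to the 40 is not known. The background of these tests did not ask for a DoG of the upstream gene, although each read-in call was also a DoG call. The numbers by chance thus treat all background genes as equally open to a call. The Fisher tests therefore do not tell a response common to the stresses from genes that are open to a call in any of them. Calls in either replicate, with controls ignored, moved these overlaps most, to 88, 80 and 115 genes. Without replicate 1 at 44 °C the overlap with H2O2 was 25 genes, though leaving out a library can only keep or enlarge the sets. Of the 15 comparisons, the 10 between sets other than that of 7 h of H2O2 shared at least 4 genes each and had adjusted p under 0.05, though 4 of these 10 share controls. The 3 genes of 7 h of H2O2 gave at most 1 shared gene in each of 5 comparisons, and the smallest adjusted Fisher's exact p among them was 0.0490, with 2 h of H2O2. That is 1 gene between sets with shared controls, where unchanged groups shared 0.288 genes on average and up to 4, so it is no evidence of a shared response.

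Transcripts of induced read-in genes were shorter than those of other genes with an estimate. On the log2 scale the median relative effective length differed by -0.73 at 2 h of H2O2, -0.69 at 44 °C, -1.08 at 42 °C, -0.76 at 2 h of KCl and -0.73 at 7 h of KCl. Permutation tests over genes, which are not independent replicates, gave p of 1e-05 at 2 h of H2O2 and of KCl, the smallest they can give. The p was 2e-05 at 42 °C, 0.00041 at 44 °C and 0.0068 at 7 h of KCl, and the 5 remained under 0.05 after Benjamini-Hochberg adjustment. In these sets 92.6% to 98.9% of genes had a value. Leaving out replicate 1 at 42 °C moved a difference most, to -0.63 (permutation p 0.0006).

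Translational efficiency of induced read-in genes was not separated from that of other genes by camera. The difference of median log2 change was 0.15 at 2 h of H2O2 (64 genes, Benjamini-Hochberg adjusted p 0.367), -0.13 at 2 h of KCl (88 genes, adjusted p 0.201) and -0.20 at 7 h of KCl (14 genes, adjusted p 0.201). At 7 h of H2O2 only 2 genes were tested (-1.02, adjusted p 0.201). At 2 h of H2O2 the mean of the set (-0.084) and its median (0.15) differed in sign. Set against genes without read-in matched on RNA change and level, the set at 2 h of H2O2 lay 0.30 higher (permutation within matched groups, p 9e-05, Benjamini-Hochberg adjusted p 2.7e-04). At 2 h of KCl the matched difference was -0.0033 (permutation p 0.976), and at 7 h of KCl -0.31 (permutation p 0.0454, adjusted p 0.0682). Fry called the set at 2 h of KCl (Benjamini-Hochberg adjusted p 0.0250), which camera did not. With libraries left out in turn the difference ranged from 0.036 (without footprint replicate 1 of the stress) to 0.29 (without its replicate 2) at 2 h of H2O2. It ranged from -1.43 to -0.62 (without footprint control replicate 1 or 2) at 7 h of H2O2, from -0.19 to -0.097 at 2 h of KCl and from -0.39 to -0.053 (without footprint control replicate 1 or 2) at 7 h of KCl, and camera called none of these.

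Fold changes were correlated between stresses across genes, which are not independent replicates. Between H2O2 and KCl at 2 h, Pearson's r of RNA was 0.67 and Spearman's rho 0.52, above the r of 0.36 to 0.45 that 20 simulations of unchanged groups against the shared control gave. At 7 h r was 0.13 and rho 0.088, below the 0.37 to 0.45 of unchanged groups. No gene changed in these simulations, while 9347 and 9118 of 13256 genes were called at 7 h of H2O2 and KCl. The simulated range is thus not the value that unrelated responses would give. A value below it, in RNA or in footprints, is no evidence that the responses were opposed. Footprint changes at 2 h (r 0.44, rho 0.43) lay within the range of unchanged groups (0.43 to 0.48), so a shared response of footprints at 2 h was not detectable this way, and at 7 h r was 0.098 and rho 0.14 against 0.42 to 0.50. Heat at 44 °C, which has its own control, gave r of 0.30 and rho of 0.14 with 2 h of H2O2, and r of 0.15 and rho of -0.018 with 2 h of KCl. Among genes with an average log2 CPM of at least 3 these r values fell to 0.064 and -0.047.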

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

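The use of DoG numbers per 1000000 expected counts as a test of depth, the tests between durations and of the slope on depth, and the reading of the numbers at 7 h as open were chosen only after the results were seen. The division itself, as an alternative against the control, and the test of the number of genes that differ between durations against depth were fixed before.

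The treatments of each stress differed from each other in a direct test (edgeR quasi-likelihood). In RNA 9572 genes differed between 44 °C for 2 h and 42 °C for 8 h, 9730 between 2 h and 7 h of H2O2, and 9120 between 2 h and 7 h of KCl. In footprints 3139 genes differed between the durations of H2O2 and 2170 between those of KCl. If a difference in depth between groups were the cause, fewer genes would be called once each library is reduced at random to the same total. The largest loss in the 5 contrasts was by a factor of 1.44, for footprints of KCl (1511 genes left), under the 1.5 set in advance. The other factors were 1.01, 1.02 and 1.01 in RNA and 1.17 in footprints of H2O2, which argues against depth as the whole cause. In footprints the counts rest on single libraries: that for H2O2 was 1895 and 1897 without replicate 1 or 2 at 7 h, and that for KCl was 1322 and 845 without replicate 1 or 2 at 2 h and 926 and 1182 without replicate 1 or 2 at 7 h. The labels give no library batch, so a batch that follows the groups was not tested. For heat, temperature and duration change together. Why the response differs with time of exposure was not tested.

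DoG numbers lay above both controls in both libraries at 2 h and below both at 7 h, for H2O2 (log2 difference -0.28 at 7 h) and for KCl (-0.069 at 7 h). The difference between the durations of each stress was not tested by itself. Over both stresses the numbers at 2 h were higher by 0.64 on the log2 scale, in 4 of 4 libraries, with a two-sided exact permutation p of 0.0556, the smallest that 36 splits allow. The lowest number at 2 h was 2202 for H2O2 and 2042 for KCl, and the highest at 7 h was 1359 and 1520. Depths at 2 h and 7 h overlapped, and per 1000000 expected counts the numbers at 2 h stayed higher in each library, by 0.60 for H2O2 and 0.55 for KCl, which argues against depth as the whole cause of the difference between durations. The side of the control at 7 h is another matter. Per 1000000 expected counts the mean at 7 h of H2O2 was 47.2 against 39.7 in the control, and at 7 h of KCl 55.9, so both times then lay above the control. That division decides nothing, because between the replicates of a group DoG numbers did not grow in proportion to depth (exact sign-flip p 0.0156 over 8 groups). The slope on the log2 scale was -0.0026, with a 95% exact interval of -0.26 to 0.44, and -0.056 to 0.12 with groups left out in turn, although the deeper replicate had more DoGs in 6 of 8 groups. At that slope the differences from the control stayed at -0.29 for H2O2 and -0.070 for KCl, with both libraries below both controls. For KCl a slope of 0.12 would account for the difference, which lies within the interval. For H2O2 a slope of 0.54 would be needed, which lies above it (exact sign-flip p 0.0391, not adjusted for the 2 groups), but at a slope of 0.44 only 1 of 2 libraries was still below both controls. For the numbers at 7 h against the control, depth and a change in readthrough therefore cannot be told apart here, since 8 pairs of replicates set too wide a range for the slope.

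Among the genes named by the rule, 8 comparisons had RNA changes of opposite direction in the treatments of a stress, each past the threshold in both treatments and in the direct test between them. The direct log2 differences, longer minus shorter treatment, were -1.11 for Slc7a11 in KCl (0.48 at 2 h, -0.63 at 7 h), -1.20 for Slc38a2 in H2O2 (0.81, -0.39) and -0.92 for Nfat5 in H2O2 (0.60, -0.32). They were 0.81 for Dnm3os in KCl (-0.41, 0.40), 3.0 for Bmf in KCl (-2.39, 0.61) and -2.50 for Pdgfb in H2O2 (1.71, -0.80). Between 44 °C and 42 °C they were -2.59 for Bmf (0.42, -2.17) and 3.56 for Gjb2 (-2.74, 0.82). No technical explanation was tested for these genes one by one. Depth changed the RNA counts of differing genes by at most a factor of 1.02. For H2O2 and KCl the change of response with time was what the direct test measured, and its cause was not tested. For heat, time and temperature change together.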

How the results depend on the processing

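The separate weights for footprint and RNA libraries, voom without them, the sums of 2 symbols, the share of estimates above 0, and leaving out libraries for gene lists, correlations, overlaps and transcript length were chosen only after the results were seen. The cause of a change was not tested unless stated.

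RLE normalization kept 142 of 142 values in direction and on their side of the threshold, or counts within 1.5 times. DESeq2 kept 86 of 94, no filter on low counts 92 of 94, and a fit of only the groups compared 86 of 94. Leaving out single libraries kept 654 values, moved 125, lost 29 calls, added 4 and reversed 14.

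Requiring an absolute log2 fold change of at least 1 removes genes by construction. It left 1398 genes in RNA at 44 °C, 1010 at 42 °C, 1763 and 3091 at 2 h and 7 h of H2O2, and 1688 and 2443 at 2 h and 7 h of KCl. It left 1915, 3517 and 2896 genes between durations of heat, H2O2 and KCl. In footprints it left 1340 at 7 h of KCl, and 2084 and 1433 between durations of H2O2 and KCl. In translational efficiency it left 586 and 494 at 2 h and 7 h of H2O2, and 761 and 334 at 2 h and 7 h of KCl.

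Footprints at 2 h of H2O2 gave 315 genes with no filter, 48 with only the groups compared and 43 on log2(TPM + 1), and footprints at 2 h of KCl gave 416 on log2(TPM + 1). Translational efficiency gave 574 genes at 2 h of H2O2 with only the groups compared, and 1078 at 7 h of KCl with DESeq2. With separate weights it gave 659 and 642 genes at 2 h and 7 h of H2O2, and 730 and 221 at 2 h and 7 h of KCl. Limma voom without these weights gave 1252, 1007, 1342 and 566, so the fall came with the weights and not with the change of tool. In simulations the false share in translational efficiency at 2 h of H2O2 was 16.8% with edgeR and the shared spread. It was 6.17% with limma voom and separate weights. Voom without the weights was not simulated, so weights and tool were not separated for the false share.

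Leaving out single libraries gave footprint counts of 34 (without control replicate 2) to 159 (stress replicate 2) at 2 h and 1732 (stress replicate 2) to 2213 (control replicate 1) at 7 h of H2O2. They were 223 (control replicate 1) to 408 (control replicate 2) at 2 h and 1021 (stress replicate 2) to 1342 (control replicate 1) at 7 h of KCl. Between durations they were 1895 (replicate 1 at 7 h) to 2538 (replicate 1 at 2 h) for H2O2 and 845 (replicate 2 at 2 h) to 1322 (replicate 1 at 2 h) for KCl. Translational efficiency counts were 584 (RNA stress replicate 2) to 1878 (footprint stress replicate 2) at 2 h and 460 (RNA stress replicate 2) to 911 (footprint control replicate 1) at 7 h of H2O2. They were 779 (footprint stress replicate 2) to 1311 (footprint control replicate 2) at 2 h and 235 (RNA control replicate 1) to 531 (footprint control replicate 1) at 7 h of KCl. No RNA count moved by more than 1.5 times.

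The number of DoGs per 1000000 expected counts differed by 0.56 between stress and control (exact permutation p 0.00296), and reversed at 7 h of H2O2 (0.24) and 7 h of KCl (0.50), although numbers did not grow in proportion to depth between replicates (slope -0.0026, 95% exact interval -0.26 to 0.44, a test also chosen after the results were seen). Leaving out single libraries kept the undivided difference at 0.16 to 0.23. Read-in genes at 7 h of H2O2 (0.040) changed to -0.11 among genes with a TPM of at least 5, to 0.40 for the upper part of the called estimates and to 0.57 per 1000000 expected counts. The read-in level at 2 h of H2O2 changed to -0.019 with the mean in place of the median, and the share of estimates above 0 rose by 8.19 percentage points (exact permutation p 0.0119).

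Calls in either replicate, with controls ignored, gave overlaps of 88 genes (44 °C and 2 h of H2O2), 80 (44 °C and 2 h of KCl) and 115 (2 h of H2O2 and KCl), the sets being larger by construction. A background with a TPM of at least 5 gave 9 genes for 44 °C and 2 h of H2O2, and leaving out single libraries 15 to 25, the 25 without replicate 1 at 44 °C. Leaving out a library can only keep or enlarge the sets, so that range could not show a smaller overlap. Transcript length kept its direction and call in each alternative run.

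With fry, TOP mRNAs in translational efficiency lost their call at 2 h of H2O2 (-0.26) and 7 h of KCl (-0.33), Benjamini-Hochberg adjusted p 0.208 each, and TOP mRNAs in RNA at 44 °C lost theirs (-0.11, adjusted p 0.118). Fry added calls in RNA for 9 lists. These were, at 44 °C, the integrated stress response (-0.32), NRF2 (0.18) and p53 (0.17), and at 42 °C the osmotic response (0.18). They were the osmotic response at 2 h (0.57) and 7 h of H2O2 (-0.35), the integrated stress response at 2 h (-0.21) and 7 h of KCl (0.24), and NRF2 at 2 h of KCl (0.44). Fry tests each list by itself, while camera sets it against the other genes.

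Leaving out single libraries gave medians of -0.48 to 0.14 for the integrated stress response in translational efficiency at 7 h of H2O2, -0.11 to 0.16 at 2 h of KCl and -0.11 to 0.13 at 7 h of KCl. TOP mRNAs in translational efficiency at 2 h of KCl ranged from -0.22 to 0.15, TOP mRNAs in RNA at 2 h of KCl from -0.041 to 0.062, and HSF1 chaperones in RNA at 2 h of H2O2 from -0.028 to 0.037. The calls were -0.48 without footprint replicate 2 at 7 h of H2O2, and -0.22 and 0.15 without footprint replicate 2 or 1 at 2 h of KCl. The directions of these lists thus rest on single libraries. TOP mRNAs in RNA were called at 7 h of KCl without stress replicate 1 (-0.14), and not called at 44 °C without stress replicate 1 (-0.060).

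Read-in genes in translational efficiency differed by 0.30 at 2 h of H2O2 when matched (Benjamini-Hochberg adjusted p 2.7e-04), by -0.13 at 2 h of KCl with fry (adjusted p 0.0250), and by 0.11 at 7 h of H2O2 with calls in either replicate, which tested 33 genes in place of 2. The matched comparison was not run at 7 h of H2O2 because of the 2 genes.

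Spearman's rho was 0.52 for RNA of H2O2 and KCl at 2 h, 0.14 for 44 °C and 2 h of H2O2, and -0.018 for 44 °C and 2 h of KCl. Among genes with an average log2 CPM of at least 3, r was 0.53, 0.064 and -0.047 for these, and 0.022 for H2O2 and KCl at 7 h. Leaving out single libraries gave 0.62 to 0.71, 0.28 to 0.32 and 0.13 to 0.18 for the first 3, and 0.080 to 0.21 at 7 h. Footprints gave 0.33 to 0.58 at 2 h and 0.055 to 0.27 at 7 h.

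Summing the 2 symbols of a gene reversed Tasor2 in translational efficiency to -1.26 at 2 h of H2O2 and -0.74 at 2 h of KCl, where the call was lost, and Dcaf1 lost its call (-0.47). Zfp944 in translational efficiency at 7 h of KCl lost its call with DESeq2 (Benjamini-Hochberg adjusted p 0.0550), and Tasor2 at 2 h of KCl with only the groups compared (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.101).

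Replicate numbers did not pair the RNA libraries: across groups, residual changes of equally numbered RNA libraries correlated with r of -0.025 to 0.12 for heat and -0.053 to 0.054 for H2O2/KCl. Footprint libraries correlated in both directions, with r of -0.38 to 0.42, over 0.1 in 6 of 10 pairs and under -0.1 in 3, so the numbers mark no batch common to all groups, and variation shared by some groups stays possible. With the replicate number as a block 141 of 142 values kept their call, and Tasor2 at 2 h of KCl lost its own (9.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0727). That block value is a fit against a group at 0 counts and is no bound.

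Counting longer DoGs alone could not be done because the tables used give no lengths. In simulation 46% of changed genes were recovered in footprints at 2 h of H2O2 and 44.5% in translational efficiency, against 88% in RNA. Footprint libraries had both fewer counts and a larger dispersion, and the part of each was not separated.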

Other observations

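The tests of genes with 2 symbols and of the strongest risers, and the fit by voom without weights, were chosen only after results were seen. The readings of the histone, upstream-gene and strongest-riser tests as open, and the reading of the matched-gene test, were also settled after their values were seen.

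Several RNAs without a polyA tail rose in the polyA-selected libraries at 42 °C for 8 h. Log2 fold changes were 8.30 for Rmrp, 7.34 for Rpph1, 5.94 for Rn7sk and 4.45 for Rn45s, against 4.09, 3.08, 2.04 and 3.72 at 44 °C for 2 h. Rn7s1 and Rn7s2 rose by 2.12 each at 42 °C and 0.74 at 44 °C. Malat1, also without a tail, was not called at 42 °C (0.065) and rose by 0.58 at 44 °C. A candidate explanation is carry-over of RNA without polyA tails. The histone genes of this kind rose too at 42 °C, with a median of 0.68 over 41 genes (0.68 to 0.80 with libraries left out), though 27 of 41 lay above 0 and values ranged from -2.32 to 3.58. At 44 °C the median was 1.14, with 35 of 41 above 0. Histone genes and Malat1 thus rose more at 44 °C, and the other RNAs named more at 42 °C. Carry-over, added tails and higher levels of these RNAs cannot be told apart, because the histone genes went both ways and no library without polyA selection was made in the labelled samples.

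Some footprint to RNA disagreements were found in genes listed under 2 symbols. A candidate explanation is that reads of a gene were divided between its symbols, so that within a group a loss in a member is a gain in the other. In 23 of 35 such pairs the variance of the summed footprint counts between replicates lay below the sum of the variances of the members, against 17.4 on average when partners were shuffled among the pairs 10000 times (permutation p 0.0372). In RNA it did in 47 of 60 pairs, against 30.8 with shuffled partners (permutation p 1e-04, the smallest they can give). No biological explanation was tested.

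More genes were called in translational efficiency (1199) than in footprints (201) at 2 h of H2O2. If a shared estimate of spread understates that of footprints, separate weights lower the number, and they gave 659 genes, against 1252 with limma voom without the weights. This fits as part of the cause, but 659 still exceeds 201. By its definition the ratio also moves where RNA changes and footprints do not, and 7140 genes were called in RNA. Of the 1199 calls 417 were higher and 782 lower. How much of the excess over footprints comes from changes of RNA was not tested. In simulation limma voom with the weights also recovered fewer changed genes than edgeR (38% against 44.5%). Voom without the weights was not simulated, so weights and tool were not separated there. The numbers rest on single libraries: translational efficiency gave 1878 without footprint replicate 2 of the stress, 584 without RNA replicate 2 of the stress, and 594 and 687 without RNA control replicate 1 or 2. Footprints gave 128 without stress replicate 1, and 47 and 34 without control replicate 1 or 2.

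Read-in genes at 2 h of H2O2 had higher translational efficiency than genes matched on RNA change and level, by 0.30 (permutation p 9e-05). The camera test against all other genes found no difference there (Benjamini-Hochberg adjusted p 0.367). With libraries left out in turn, the difference from all other genes ranged from 0.036 to 0.29. The matched difference was -0.0033 at 2 h of KCl and -0.31 at 7 h of KCl (permutation p 0.0454, Benjamini-Hochberg adjusted p 0.0682). The pattern is thus a hypothesis for 2 h of H2O2 alone. Whether the groups differ was not tested. Selection of these genes on the same RNA libraries, through a rise in RNA that lowers the ratio, would give lower translational efficiency. At 2 h of H2O2 the set lay higher, with a median RNA change of 0.063 against 0.059 in the matched genes. Selection of that kind would not raise the ratio. The comparison is no separate test of it, because matching made the RNA changes alike and the higher value is the pattern itself. Part of the difference lay with the matched genes, whose median was -0.16, against -0.0075 in all other genes of the camera test.

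Induced read-in may follow from higher transcription of the upstream gene. At 2 h of H2O2 the upstream genes of induced pairs changed by -0.014 relative to those of other pairs (permutation p 0.773), with 23 called higher and 29 lower of 88. The difference was 0.034 at 2 h of KCl (permutation p 0.460, 35 higher and 33 lower of 105), 0.053 at 44 °C (p 0.546, 14 and 15 of 36), 0.15 at 42 °C (p 0.103, 12 and 8 of 25) and 0.22 at 7 h of KCl (p 0.186, 12 and 4 of 20). None of the 5 differences passed the threshold. The explanation stays open in each of them, because the upstream genes went both ways and RNA levels do not measure transcription itself.

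Read-in genes were frequent among the strongest risers. The genes counted here were more than the induced sets. At 2 h of KCl they were 7 of the 50 strongest and 212 of 11542 others. There 110 genes were induced, and 224 were called in either replicate with controls ignored. Genes called in 1 replicate or in a control are thus among those counted. Of the 50 strongest at 2 h of KCl 14% were read-in genes, against 1.84% of other genes (one-sided Fisher's exact p 3.91e-05, Benjamini-Hochberg adjusted p 1.17e-04). The shares were 10% against 1.64% at 2 h of H2O2 and 6% against 1.07% at 44 °C. Transcription from the upstream gene may be counted as expression of the read-in gene. A read-in call needs expression of the gene in that library, which a riser passes more easily, so this cannot be told apart from a higher chance of being called.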
